A study of Mus musculus with 5 samples.

How the data were processed

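Hearts of mice that lacked Pdcd1, with 2 intact copies of Ctla4 (control, 4 mice) or 1 (disease, 10 mice), were minced, digested with collagenase, DNase and hyaluronidase, and pooled, per the labels' protocols. DRAQ5-positive, DAPI-negative cells were sorted and put into 5 libraries with the 10x Genomics 5-prime chemistry. Control libraries are replicates 1 and 2 and disease libraries are replicates 3, 4 and 5. Which mice went into which library, the days of collection and the sequencing batches are not stated in the labels.

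The deposited matrices hold raw UMI counts per gene and cell barcode, made with Cell Ranger 3.1.0 per the file headers. The genome build, the annotation and the rule for calling cells are not stated, so gene symbols and Ensembl identifiers were used as the files give them and no coordinates are printed. No barcode had fewer than 500 UMIs, so free RNA could not be estimated from empty droplets.

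Cells with at least 500 UMIs, at least 200 genes and at most 10% mitochondrial UMIs were retained. These filters removed 16.5 and 13.6% of the barcodes of control replicates 1 and 2, and 32.5, 12.4 and 21.4% of those of disease replicates 3, 4 and 5. Doublets were called in each library with Scrublet in scanpy 1.11.5 at its automatic threshold, with an expected rate of 0.8% per 1000 cells, and 1307 (3.41%) were removed. The remaining cells were clustered together. Counts were scaled per cell and log transformed. The 2000 genes most variable within libraries were used, without the targeted genes, the genes of the 4 result lists, sex-linked genes, mitochondrial genes, antigen receptor segments and 60 cardiomyocyte genes. Then 30 principal components, a shared-neighbour graph with 20 neighbours and Leiden clustering at resolution 1 (leidenalg 0.10.2) were computed. No batch correction was applied. Clusters were named from 157 markers in 17 classes. Genes detected in at least 50% of a cluster's cells were ranked by their fold over the other cells of the same library, averaged over libraries. A cluster took the class with most markers among the first 50 genes. That class also needed at least 3 markers above the other cells, and either a marker among the first 10 genes or 50% of its markers above the other cells. No other class could have more markers among the first 10. The word "like" marks that classes rest on these markers alone. The cardiomyocyte genes, the 50% rule and the removal of result-list genes from the ranking were chosen after the clusters were seen, because free cardiomyocyte RNA had named a cluster. Clusters that met no rule stayed unnamed.

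Shares of each class were computed per library and compared with two-sided exact permutation tests over the 10 splits of 5 libraries into 2 and 3, with Benjamini-Hochberg adjustment over the classes. These tests cannot give a p below 0.1. Counts were summed per library over all cells and over the cells of 4 classes chosen before the data were examined, for which a minimum of 50 cells in each library was set. They were tested with edgeR 4.0.16 in R 4.3.3 (TMM scaling, filterByExpr, quasi-likelihood F test, no covariate) and Benjamini-Hochberg adjustment, with 0.05 as the threshold. Standard errors are the log2 fold change over the square root of the F statistic. CPM values of genes in the fits use the TMM library sizes. The means of the interferon lists and the CPM of sex-linked genes use the plain totals of each library. Lists of 40 interferon-gamma and 20 type I interferon genes were tested with fry of limma 3.58.1 on voom values, adjusted over the 8 tests. The medians and numbers of higher genes of these lists come from limma's coefficients on the voom values, and the fold changes of single genes from edgeR. The macrophage list held 23 and the T cell list 28 genes. Whether a gene changed by different amounts in 2 classes was tested in edgeR for all 6 pairs of 4 classes, with libraries as blocks and a class by group term. Shares of cells with a UMI of Cxcl9, Cxcl10 or Fcgr4 and cycling shares were computed after each cell was thinned to 1000 UMIs, and cells with fewer were left out. CD8 cells had a UMI of Cd8a or Cd8b1 and none of Cd4, without thinning. Their share was taken over these cells and those with Cd4 UMIs alone. Cycling cells had at least 2 UMIs over Mki67, Top2a, Birc5, Cdk1 and Ccnb2. Shares of single libraries carry 95% Wilson intervals, and a count of 0 is given with the share that 3 counts would make.

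The genes to be named were set by a rule before the data were examined. All genes of the 4 lists may be named. Beyond them, in each fit the rule took the 4 largest rises and the 4 largest falls among genes with an adjusted p under 0.05, a mean of at least 5 log2 CPM, and all disease libraries beyond all control libraries. Targeted and sex-linked genes were named as checks. The values of 1 gene of the T cell list are not reported here. List genes that are quoted with their alternatives were picked after their values were seen, as were genes named among those that differed between classes.

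GC content, length and shared sequence came from the longest transcript of each gene in GENCODE release M21, matched by Ensembl identifier. The build of the deposited counts is unknown, so the transcript ends used by the counting may differ. GC percent was taken over the first 300 nucleotides, and shared sequence was any of the 60-mers taken along that stretch found in another gene. This stretch was chosen after several sequence features had been looked at in fibroblast-like cells: transcript and first exon length, exon number, GC in several windows and over the whole transcript, overlap with other genes and shared sequence. For the alternative with the GC trend removed, a loess curve (span 0.5) of each library's deviation from the gene mean was used as an offset.

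The alternatives planned before the data were examined were DESeq2 1.42.0, RLE size factors, every gene with at least 1 count, doublets kept, stricter cell filters (1000 UMIs, 500 genes, 5% mitochondrial), the same number of cells per library, only genes at 5% or more of their level in their highest class, only macrophages with at least 2 C1q UMIs, camera, a pseudocount of 5 CPM, resolution 0.5, leukocytes as the denominator, thinning to 2000 UMIs or none, at least 2 UMIs in place of 1, and leaving out each library in turn. Keeping cells of up to 25% mitochondrial UMIs, removing the GC trend and thinning before the CD8 share were added after the data were seen. With 1 control library left, values were computed with no test.

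The fits were tested on simulated counts with the means, dispersions and library sizes of the real sums and 200 genes changed by 2 on the log2 scale. edgeR recovered 46.5% of them in the simulation of the sums over all cells, 65.5% in monocyte/macrophage-like, 29% in T cell-like, 78% in fibroblast-like and 80% in endothelial-like cells, with 4, 15, 5, 7 and 15 false calls. DESeq2 recovered 74, 73, 45, 85.5 and 83%, with 60, 43, 12, 39 and 44 false calls. The test of a difference between fibroblast-like and endothelial-like cells recovered 83%, with 41 false calls beside 166 true ones, above the nominal share. fry gave p-values of at most 3.81e-04 for simulated lists of 40 genes raised by 1 on the log2 scale and of at least 0.109 for unchanged lists. Simulated genes were drawn independently, while the real interferon genes moved together from library to library. The power of fry for the real lists is therefore not known from this simulation.

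Libraries of a group were checked for being repeats of one pool through their T cell receptor segments, which differed between the libraries of a group by more than counting error. Exchanged labels of control replicate 1 and disease replicate 3 were tested by the number of genes above 4 log2 CPM with 2 libraries at least 4-fold from the other 3, over the 10 splits, with 1 CPM added. The first rule asked for 10 times as many genes over all cells with the labels as given as with the 2 exchanged, which 103 against 27 did not reach. It was replaced, after these counts were seen, by the highest number of the 10 splits in each of the 5 fits. The numbers of the libraries do not pair control with disease. Other splits of the libraries were not refitted in edgeR, so the numbers of genes they would call are not known.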

Results

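Single cells were sequenced from enzymatically digested mouse hearts in 5 libraries, with the 5-prime gene expression chemistry of 10x Genomics. The control group held 2 libraries (replicates 1 and 2) from 4 mice that lacked Pdcd1 and carried 2 intact copies of Ctla4. The disease group held 3 libraries (replicates 3, 4 and 5) from 10 mice that lacked Pdcd1 and carried 1 intact copy of Ctla4, a genotype used as a model of the heart inflammation that immune checkpoint inhibitors can cause. Digested hearts were pooled, so the libraries and not the mice were the replicates. The deposited counts summed to 55053988 and 24991704 UMIs in control replicates 1 and 2, and to 31215662, 52378098 and 40156617 UMIs in disease replicates 3, 4 and 5. After filtering, 37005 of 47319 barcodes were kept. The kept cells numbered 8892 and 5513 in the control libraries and 5686, 9471 and 7443 in the disease libraries. Their median depth was 4529 and 3338 UMIs per cell in the control libraries and 3760, 3616 and 3680 UMIs per cell in the disease libraries. Every library had Xist counts, between 643 and 773 CPM. Over the Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty there was 1 UMI in all, of Kdm5d in control replicate 2.

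The targeted genes were read first, in T cell-like cells, as a check of the labels. Ctla4 (ENSMUSG00000026011) was at 413 and 65.8 CPM in control replicates 1 and 2, and at 185, 637 and 553 CPM in disease replicates 3, 4 and 5. Its log2 fold change, disease over control, was 0.91 (SE 0.76), with an edgeR quasi-likelihood adjusted p of 0.577. Without control replicate 1 that log2 value was 2.76, and without control replicate 2 it was 0.17. Pdcd1 (ENSMUSG00000026285), targeted in both groups, was at 555 and 54.4 CPM in the controls and at 299, 1027 and 831 CPM in the disease libraries. Its log2 fold change was 1.21 (SE 0.87, edgeR adjusted p 0.524), 3.68 without control replicate 1 and 0.39 without control replicate 2. Transcripts of both genes were counted in every library, and neither gene separated the groups, so these values do not settle the labels.

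The first comparison asked whether the cell composition of the heart differed between the genotypes. The 37005 cells formed 32 clusters, of which the marker lists named 11 classes, and between 0.232 and 0.528% of the cells of a library stayed unnamed. Endothelial-like cells made up 44.2% ± 12.2 (SD, n = 2) of control libraries and 39.0% ± 12.2 (SD, n = 3) of disease libraries. Fibroblast-like cells made up 30.8% ± 7.45 and 28.0% ± 5.53. Monocyte/macrophage-like cells made up 12.6% ± 3.78 and 12.7% ± 3.79. T cell-like cells made up 6.85% (95% Wilson interval 6.34 to 7.39) and 1.81% (1.49 to 2.20) of the control libraries. In disease replicates 3, 4 and 5 they made up 2.32% (1.96 to 2.75), 26.1% (25.3 to 27.0) and 8.01% (7.41 to 8.65). The difference in their mean share was 7.82 percentage points, and 0.83 without disease replicate 4 (two-sided exact permutation test over the 10 splits of the libraries, p = 0.6). Over the 11 classes the smallest exact p was 0.3, and every adjusted p was 1.0. The smallest p this design can give is 0.1, so no share could pass 0.05. The mural-like class (pericyte or smooth muscle) was the only 1 of the 11 whose groups did not overlap, at 1.95 and 2.01% against 1.79, 0.993 and 1.79%. Chance separates the groups of 20% of such measures. With cells of up to 25% mitochondrial UMIs, 0 classes separated. Inside the endothelial-like class, 6 of 8 clusters did not overlap between the groups in their share of the class, and inside the fibroblast-like class 2 of 6. One endothelial-like cluster made up 52.3 and 51.6% of the class in the controls and 2.81, 0.0847 and 1.35% in the disease libraries, and another 4.84 and 3.05% against 34.0, 29.6 and 31.5%. No batch correction preceded the clustering. Leukocyte classes together made up 25.4 and 18.8% of the control libraries and 17.5, 51.3 and 22.9% of the disease libraries.

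**Figure D1:**
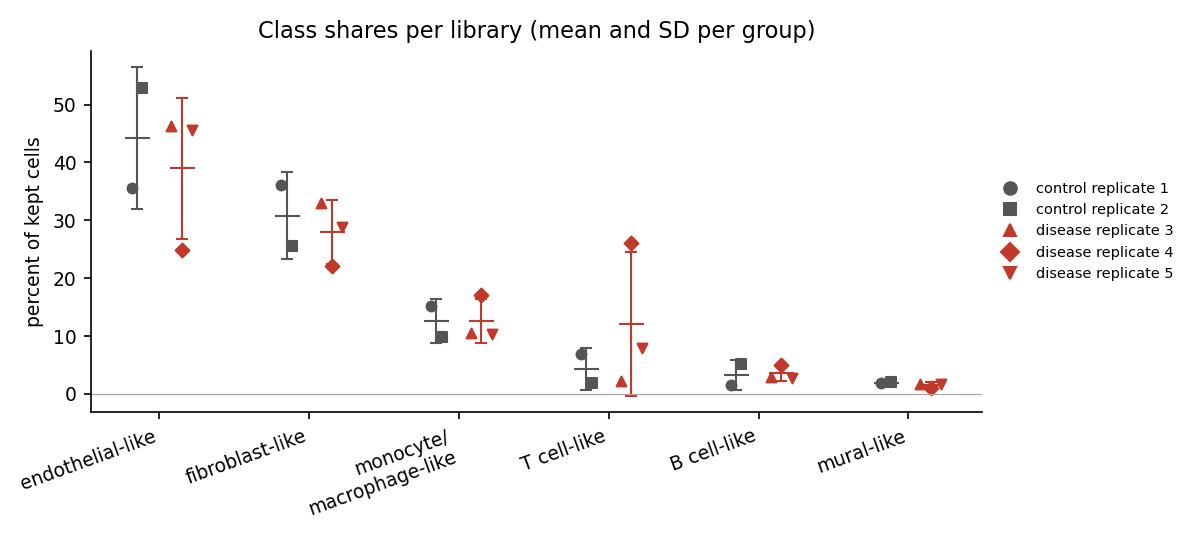
Percent of kept cells (vertical axis) in each library for the 6 classes above 1% in a group, with the group mean and SD. Disease replicate 4 held 26.1% T cell-like cells, and the other 4 libraries held between 1.81 and 8.01%.

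The second comparison asked which genes differed between the genotypes in the sums over all cells and within 4 classes. Counts were summed per library and tested with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment. At an adjusted p under 0.05, 8 genes were higher and 1036 lower in disease among 16102 tested in the sums over all cells. Of 11405 genes in monocyte/macrophage-like cells, 3 were higher and 659 lower. In T cell-like cells 1 gene was higher and 451 were lower, of 10023. In fibroblast-like cells 59 were higher and 1677 lower, of 13446. In endothelial-like cells 48 were higher and 1460 lower, of 12708. The median log2 fold change of all tested genes lay between -0.01 and 0.06 in these fits. The groups did not overlap for 37.8, 36.8, 36.4, 48.6 and 47.7% of the tested genes of the 5 fits in that order, where chance gives 20%. Other splits of the libraries also exceeded that: setting disease replicates 4 and 5 against the other 3 libraries kept 40.7, 42.8, 35.4, 41.1 and 35.2% of the genes apart. The summed UMIs behind the fits ran from 413320 in T cell-like cells of control replicate 2 to 48480277 over all cells of control replicate 1. DESeq2 called 1721 genes in place of 1044 in the sums over all cells. The numbers of calls fell most without disease replicate 5, where 120 genes were called over all cells, 104 in monocyte/macrophage-like cells, 6 in T cell-like cells, 917 in fibroblast-like cells and 802 in endothelial-like cells. T cell-like calls also fell to 44 without disease replicate 4. The cause of these drops was not tested.

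Some of the largest falls were seen in all 4 classes, by different amounts. H2afj (ENSMUSG00000060032) was at 143 and 119 CPM over all cells in the control libraries, and at 4.05, 2.22 and 3.87 CPM in the disease libraries. Its edgeR log2 fold change was -5.28 over all cells (SE 0.32, adjusted p 0.0031), -5.23 in monocyte/macrophage-like cells, -6.80 in T cell-like cells, -5.40 in fibroblast-like cells and -4.73 in endothelial-like cells. Rnaset2a (ENSMUSG00000095687) and Rnaset2b (ENSMUSG00000094724) fell by 4.83 and 4.73 on the log2 scale over all cells. They are near-identical copies that share reads, so the split of counts between them is uncertain. The other falls that met the naming rule were Mrps24 over all cells (log2 fold change -4.54), Scand1 in monocyte/macrophage-like, fibroblast-like and endothelial-like cells (-4.75, -4.86 and -4.86), Snrpf in T cell-like cells (-4.82) and Ccdc85b in endothelial-like cells (-5.99). Ccdc85b was at 0.324 CPM (2 UMIs) in disease replicate 4, and without disease replicate 5 its edgeR adjusted p was 0.108.

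Fewer genes rose. Wisp2 (ENSMUSG00000027656) rose in the sums over all cells, with a log2 fold change of 1.07 (SE 0.15, edgeR adjusted p 0.0201), and in fibroblast-like cells, where it was at 69.5 and 82.9 CPM in the controls and at 171, 179 and 165 CPM in the disease libraries. Over all cells its adjusted p was 0.0556 without disease replicate 3 and 0.137 without disease replicate 5. In fibroblast-like cells Postn was at 104 and 73.4 CPM in the controls and at 213, 206 and 417 CPM in the disease libraries (log2 fold change 1.65, SE 0.39, edgeR adjusted p 0.0489). The adjusted p of Postn was 0.0627 once a GC trend was removed and 0.0503 without disease replicate 3. It ran from 2.97e-04 to 0.0627 over 9 alternatives. Postn was also the top-ranked gene of a fibroblast-like cluster. That cluster made up 5.2 and 4.9% of the class in the controls and 9.54, 6.51 and 11.8% in the disease libraries. A shift of cells inside the class and a rise of Postn within cells were not separated. Dbp rose by a log2 fold change of 1.72 and Serpina3n by 0.89 in fibroblast-like cells. In endothelial-like cells the rises that met the rule were Dbp (1.61), Per1 (1.14), Stc1 (0.95) and Tsc22d3 (0.94). Only Clec4d met the rule in monocyte/macrophage-like cells, with a log2 fold change of 1.04 (SE 0.21, edgeR adjusted p 0.0387). Each of the 3 fits that left out a disease library gave Clec4d an adjusted p above 0.05, from 0.0551 to 0.148. It was 0.0533 with the same number of cells per library and 0.0516 once a GC trend was removed, within a range from 0.00463 to 0.0533 over 9 alternatives. The filter against free RNA, which keeps genes at 5% or more of their level in their highest class, left Clec4d out. Its pooled level was 33.1 CPM in monocyte/macrophage-like and 1913 CPM in neutrophil-like cells, so free RNA was not excluded for it. Under that filter 0 genes were higher and 740 lower in monocyte/macrophage-like cells. No rise met the rule in T cell-like cells.

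The fold changes were related to the base composition at the start of the transcripts. Across genes with a mean above 4 log2 CPM, Spearman's rho between the log2 fold change and the GC percent of the first 300 nucleotides was -0.381 in monocyte/macrophage-like, -0.432 in T cell-like, -0.436 in fibroblast-like and -0.383 in endothelial-like cells. Genes are not independent replicates, and no p-value is given. The relation was computed in 5 fits for this measure, for the GC percent of the whole transcript and for its length. Whole-transcript GC percent gave rho between -0.0872 and -0.0298, and length gave rho between -0.186 and 0.00583. At least 99.95% of the genes of each set had a value. In fibroblast-like cells the called falling genes had a median of 67.7% GC in that stretch and the other genes 59.7%. With the genes divided into 10 equal parts by GC, 40.6% of the part of fibroblast-like genes with a median of 71.0% GC were called lower, and 4.30% of the part with a median of 54.7%. The relation was not even, with 21.8% called lower in the part of highest GC. The labels state no batch for any library, so a library batch and the genotype cannot be told apart in these counts.

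**Figure D2:**
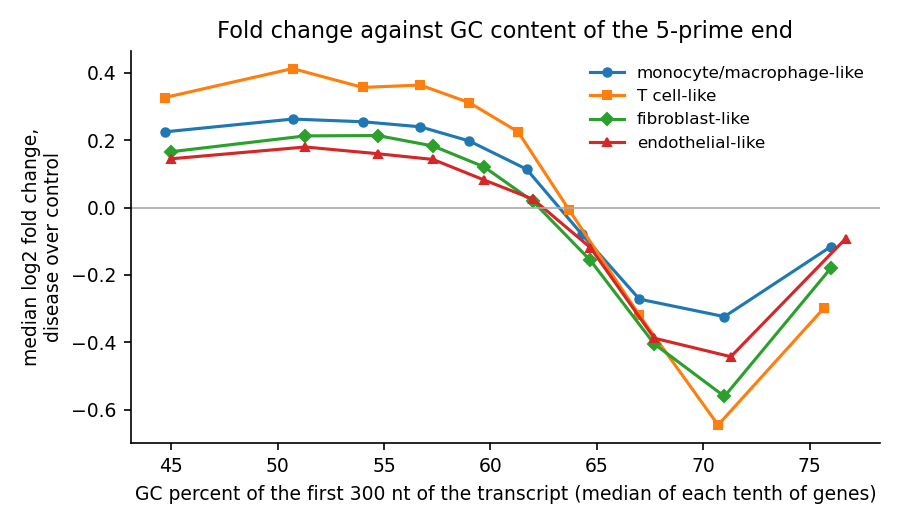
Median log2 fold change, disease over control (vertical axis), of genes in 10 equal parts by GC percent of the first 300 nucleotides of the transcript (horizontal axis), 1 line per class. In fibroblast-like cells the median was 0.21 in the part at 54.7% GC and -0.56 in the part at 71.0% GC.

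The third comparison asked whether genes that respond to interferon-gamma or to type I interferon were higher in disease, with 2 lists fixed before the data were examined. In the disease libraries the median log2 fold change of the interferon-gamma list was 0.71 in monocyte/macrophage-like (33 of 39 genes higher), 0.39 in T cell-like (29 of 37), 0.97 in fibroblast-like (34 of 39) and 0.33 in endothelial-like cells (34 of 40). That of the type I list was 0.50, 0.54, 0.49 and 0.11 in the same classes. These list values are limma coefficients on voom values. From the edgeR fits of single genes the interferon-gamma medians were 0.89, 0.46, 1.21 and 0.51, with 31 of 37 genes higher in T cell-like cells, and the type I medians 0.60, 0.52, 0.69 and 0.16, with 11 of 15 higher in T cell-like cells. The type I list's mean log2 CPM in T cell-like cells went the other way, at 3.30 in the controls and lower by 0.20 in the disease libraries. Only 15 of the 20 listed genes were tested in these cells. The mean took in every listed gene found in the counts, tested or not, on plain library totals. The medians cover the tested genes alone, so the directions of mean and medians are not directly comparable. Limma's fry, a rotation test of the whole list, gave an adjusted p of 0.994 for each of the 8 tests. Camera with its preset correlation called 4 of the 8, the interferon-gamma list in monocyte/macrophage-like, T cell-like and fibroblast-like cells (adjusted p 0.00279, 0.0232 and 0.0158) and the type I list in T cell-like cells (0.0278). None of the 4 held under fry. The libraries of a group differed more than the groups. In monocyte/macrophage-like cells the list's mean log2 CPM was 7.34 and 6.56 in control replicates 1 and 2, and 6.81, 8.35 and 7.56 in disease replicates 3, 4 and 5. In fibroblast-like cells it was 5.94 and 5.09 in the controls, and 5.05, 7.54 and 6.49 in the disease libraries. Control replicate 1 lay above disease replicate 3 in all 4 classes. Without disease replicate 4 the median log2 fold change of the interferon-gamma list was 0.22, 0.12, 0.32 and -0.08 in the 4 classes in the order above. That of the type I list was then -0.08, -0.04, -0.02 and -0.13.

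**Figure D3:**
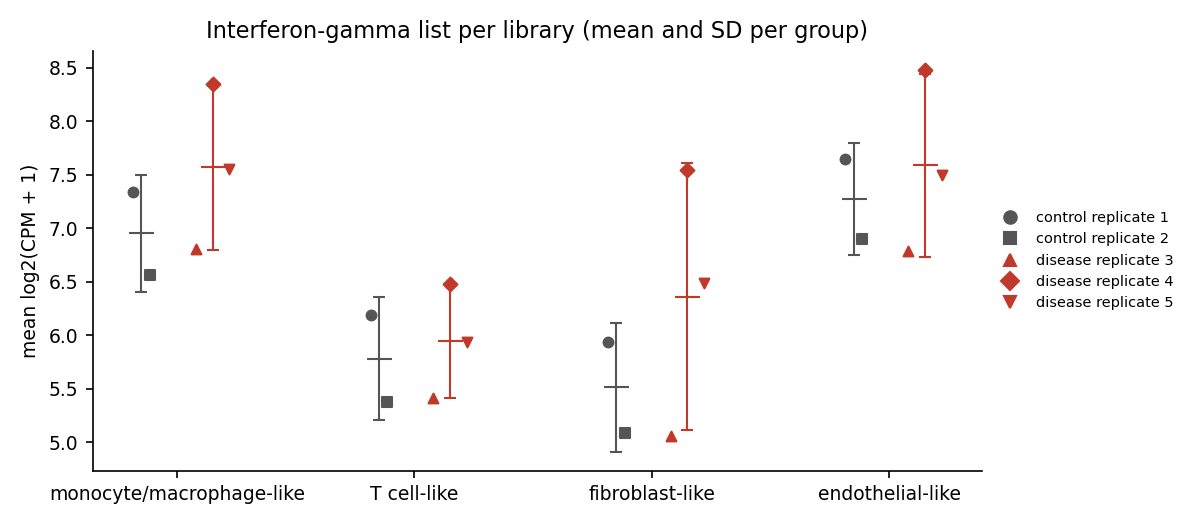
Mean log2 CPM (with 1 CPM added) of the interferon-gamma list (vertical axis) in each library for 4 classes, with the group mean and SD. In monocyte/macrophage-like cells disease replicate 3, at 6.81, lay below control replicate 1, at 7.34.

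Single genes of the interferon lists that passed an adjusted p under 0.05 over all genes tested were all lower in disease. Nearly all called genes of these classes were lower, within or outside the lists. A library batch was not told apart from the genotype for them, so these falls do not show a loss of interferon response. Socs1 was called in T cell-like, fibroblast-like and endothelial-like cells (edgeR log2 fold change -3.77, -1.57 and -1.41). H2-D1 was called in monocyte/macrophage-like, T cell-like and endothelial-like cells (-2.02, -2.62 and -2.31), H2-K1 in endothelial-like cells (-1.50) and Cmpk2 in endothelial-like cells (-1.05). H2-D1 and H2-K1 belong to a family of similar genes, so their counts are uncertain. Adjusted over the list alone, 1, 2, 1 and 2 genes of the interferon-gamma list were called in monocyte/macrophage-like, T cell-like, fibroblast-like and endothelial-like cells. Of the type I list, 1 gene was called over the list alone in endothelial-like cells and 0 in the other 3 classes, where 2, 1 and 1 genes had an unadjusted p under 0.05.

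Whether the interferon-gamma list changed by different amounts in 2 classes was tested within libraries. The list's mean log2 CPM in monocyte/macrophage-like cells minus that in fibroblast-like cells changed by -0.23 from control to disease (two-sided exact permutation test, p = 0.6, adjusted p 0.6 over 2 tests). Monocyte/macrophage-like minus endothelial-like changed by 0.30 (exact permutation p = 0.1, the smallest this design allows, adjusted p 0.2). For that pair the difference was -0.31 and -0.34 in the controls and 0.02, -0.14 and 0.06 in the disease libraries. With a pseudocount of 5 CPM the change was 0.28 and the exact permutation p 0.2.

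The fourth comparison concerned a list of 23 macrophage genes. In monocyte/macrophage-like cells 22 of the 23 were higher in disease, and Gas6 was lower. No gene of the list was called by edgeR, 0 over all genes tested and 0 when adjusted over the list alone, while 8 had an unadjusted p under 0.05. The lowest adjusted p over the list alone was 0.0736, for Ly6c2 and Plac8. Plac8 was at 36.3 and 70.0 CPM in the controls and at 132, 187 and 113 CPM in the disease libraries (log2 fold change 1.45, SE 0.37). Adjusted over the list alone, DESeq2 called 6 genes, and edgeR called 10 without disease replicate 3 and 1 without disease replicate 5. Cxcl9 was at 382 and 9.01 CPM in the controls and at 170, 2565 and 899 CPM in the disease libraries (log2 fold change 2.62, SE 1.59, edgeR adjusted p 0.436). Cxcl10 had a log2 fold change of 2.34 (SE 0.92, edgeR adjusted p 0.269), and Fcgr4 of 1.59 (SE 1.07, edgeR adjusted p 0.474). With every gene of at least 1 count tested Cxcl10 had an adjusted p of 0.015, the lowest over 10 alternatives, where the highest was 0.31. Without control replicate 1 the 3 values were 7.07, 3.40 and 3.21, and without disease replicate 4 they were 1.39, 1.24 and 0.58. The genes of resident macrophages Lyve1, Timd4, Folr2, Cd163 and Mrc1 had log2 fold changes between 0.04 and 0.39. Gas6 at -1.295 (SE 0.43), Vsig4 at 1.20 (SE 0.76) and Cbr2 at 0.03 were among the genes of the list outside that range. F13a1, at 0.10, lay inside it. The direction for Folr2 was reversed, at -0.03, with a GC trend removed, and for Lyve1 and Folr2 (-0.06 and -0.26) without disease replicate 3, and Lyve1 was at -0.08 without control replicate 1.

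The share of monocyte/macrophage-like cells with a UMI was read after each cell was thinned to 1000 UMIs. For Cxcl9 it was 6.54% (95% Wilson interval 5.33 to 8.01) and 0.396% (0.109 to 1.43) in the control libraries. In disease replicates 3, 4 and 5 it was 2.11% (1.21 to 3.66), 39.7% (37.3 to 42.1) and 14.5% (12.1 to 17.2). The group means differed by 15.3 percentage points (two-sided exact permutation test, p = 0.4), and by 4.84 without disease replicate 4. For Cxcl10 the shares were 8.60 and 4.16% in the controls and 7.92, 29.1 and 10.5% in the disease libraries (exact permutation p = 0.5). For Fcgr4 they were 12.7 and 4.36% against 6.69, 35.7 and 15.2% (exact permutation p = 0.4). The differences for Cxcl10 and Fcgr4 were 9.48 and 10.7 percentage points, and 2.85 and 2.40 without disease replicate 4. B cell-like cells thinned alike served as the background. Their Cxcl9 share was 0.787 and 0.372% in the controls, 5.12% in disease replicate 4, 0.493% in disease replicate 5, and 0 of 155 cells in disease replicate 3, which allows a share of up to 1.94%. Their highest Cxcl10 and Fcgr4 shares were 3.95 and 1.40%, both in disease replicate 4. Before thinning the median depth of the cells used was between 5063 and 7299 UMIs in monocyte/macrophage-like cells and between 2390 and 3135 UMIs in B cell-like cells. Wilson intervals and limits cover counting error only. Endothelial-like cells also held Cxcl9, at 15.4 and 11.0% in the controls and 9.71, 29.1 and 17.9% in the disease libraries. Without thinning the Cxcl9 difference in monocyte/macrophage-like cells was 20.2 percentage points (exact permutation p = 0.4).

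**Figure D4:**
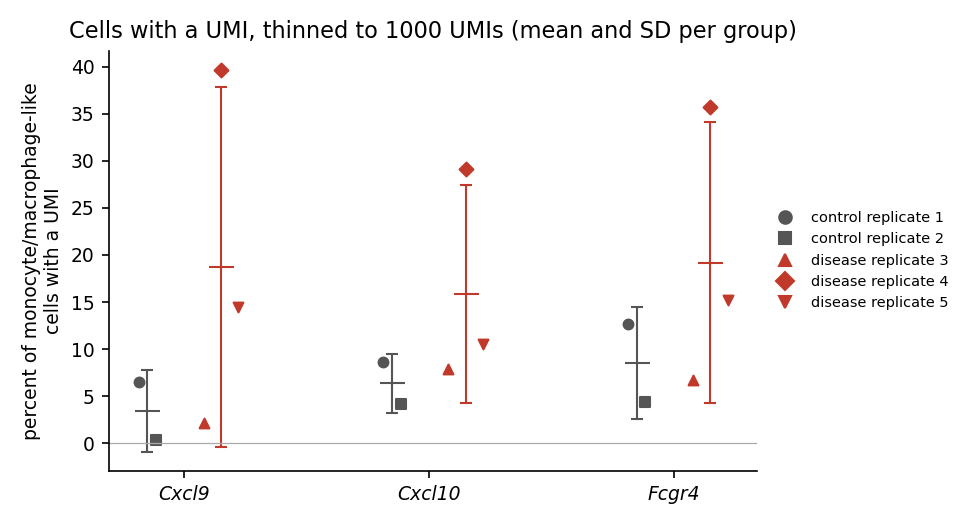
Percent of monocyte/macrophage-like cells with a UMI of Cxcl9, Cxcl10 or Fcgr4 (vertical axis) after thinning to 1000 UMIs per cell, in each library, with the group mean and SD. For Cxcl9, disease replicate 3 (2.11%) lay between the control libraries (6.54 and 0.396%).

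The fifth comparison concerned T cells. Of a list of 28 T cell genes, 23 were higher in disease in T cell-like cells. In edgeR 0 genes were called over all genes tested and 0 when adjusted over the list alone, and 1 gene, Icos, had an unadjusted p under 0.05. Icos was at 307 and 99.8 CPM in the controls and at 316, 645 and 573 CPM in the disease libraries (log2 fold change 1.31, SE 0.53, edgeR adjusted p 0.282). Gzmb had a log2 fold change of 1.24 (SE 0.82) and Ifng of 0.82 (SE 0.81). With every gene of at least 1 count tested, the edgeR adjusted p was 0.0149 for Icos, 0.0237 for Gzmb, 0.0432 for Lag3 and 0.0283 for Pdcd1. These were the lowest over 9 alternatives, where the highest were 0.32, 0.614, 0.855 and 0.746. Tcf7, Ccr7, Il7r and Cd4 were among the genes of the list that were lower, with log2 fold changes between -0.64 and -0.02. Without control replicate 2 the log2 fold change was 1.72 for Tcf7, -0.02 for Ifng and 0.45 for Gzmb, and without control replicate 1 it was 3.73 for Ifng and 3.57 for Gzmb. Control replicate 2 held 100 T cell-like cells and disease replicate 3 held 132.

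Among T cell-like cells with Cd8 or Cd4 UMIs but not both, CD8 cells made up 92.2% (95% Wilson interval 89.5 to 94.2) and 66.2% (54.3 to 76.3) in the controls. They made up 78.8% (69.7 to 85.7), 92.3% (91.1 to 93.4) and 92.9% (90.4 to 94.8) in the disease libraries (two-sided exact permutation test, p = 0.5). The difference was 8.82 percentage points, and -4.18 without control replicate 2. These cells were not thinned. After thinning to 1000 UMIs the difference was 7.72 percentage points (exact permutation p = 0.6, from 0.5 to 0.6 over 3 alternatives). As a background, between 0.356 and 10.6% of B cell-like cells met the CD8 rule, the most in disease replicate 4, and between 0 and 0.712% had Cd4 UMIs alone. Cycling cells made up 3.18 and 1.05% of thinned T cell-like cells in the controls and 1.55, 2.62 and 2.89% in the disease libraries (exact permutation p = 0.8). B cell-like cells held between 0 and 0.645% cycling cells, where 0 of 127 cells in control replicate 1 allows a share of up to 2.36%. The cycling difference was 0.24 percentage points, and -0.83 without control replicate 2. Without thinning the cycling difference was 2.15 percentage points (exact permutation p = 0.6). Over the 5 tests of shares of cells the smallest adjusted p was 0.625.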

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

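All tests in this part but the one with the same number of cells were chosen after the result was seen. In a gene by class model in edgeR, with libraries as blocks, some genes changed from control to disease by different amounts in 2 classes. Of the 6 pairs of classes, fibroblast-like against endothelial-like gave 28 genes at an adjusted p under 0.05, of 14141 tested, and 2250 at an unadjusted p under 0.05, where chance gives 5%. Monocyte/macrophage-like against T cell-like gave 3 genes, T cell-like against fibroblast-like 2, T cell-like against endothelial-like 2, monocyte/macrophage-like against fibroblast-like 1 and monocyte/macrophage-like against endothelial-like 1. What called for a closer look is the difference between classes itself. In simulated counts the model made 41 false calls beside 166 true ones for fibroblast-like against endothelial-like cells, so a part of the 28 genes may be false.

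Of the 28 genes, 20 had the larger rise or smaller fall in fibroblast-like cells and 8 in endothelial-like cells. The 3 with the lowest adjusted p, named after their values were seen, were Arhgap10 (difference of log2 fold changes -1.53, adjusted p 2.97e-04), Npdc1 (1.46, 5.47e-04) and Serpina3f (1.56, 0.0027). Npdc1 and Serpina3f changed in the same direction in both classes. Unequal numbers of cells were tested by drawing the same number of cells of a class from every library. That gave 24 genes for the pair, 20 of them shared with the 28, which argues against unequal numbers of cells as the cause. Free RNA from red blood cells was tested through the haemoglobin genes. They made up 5.41% of the genes called over the 6 pairs, which argues against such RNA as the cause of the whole pattern. The differences for fibroblast-like against endothelial-like cells stay open between a class-specific effect of the genotype, a different mix of cells inside a class and false calls. The cluster shares did differ. In 6 of the 8 endothelial-like and 2 of the 6 fibroblast-like clusters the groups did not overlap, where chance gives 20%. The largest such cluster made up 52.3 and 51.6% of endothelial-like cells in the controls and 2.81, 0.0847 and 1.35% in the disease libraries. Shares within a class have a fixed sum, so a fall of any cluster raises others and these are not separate outcomes. No batch correction was applied, so cell states, a batch or the falling genes themselves may have split these clusters. Whether the mix accounts for the 28 genes was not tested.

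The 3 genes of monocyte/macrophage-like against T cell-like cells were Hba-a1, Hba-a2 and Socs1. Hba-a1 and Hba-a2, near-identical copies, changed by -4.74 and -4.92 on the log2 scale in the first class and by 3.79 and 3.54 in the second. They are genes of red blood cells, which neither class should express, so free RNA may account for these 2 although haemoglobin made up 5.41% of the calls over all pairs. With the same number of cells 0 genes were called for this pair, where 525 had an unadjusted p under 0.05 with all cells. Socs1 fell more in T cell-like cells than in the other 3 classes, by 3.77 on the log2 scale, and was called in all 3 pairs that hold T cell-like cells. Bin1 was the second gene in both pairs of T cell-like cells with fibroblast-like and endothelial-like cells. Csf2ra and Ethe1 were the single genes of monocyte/macrophage-like cells against fibroblast-like and against endothelial-like cells. With the same number of cells, T cell-like against fibroblast-like cells gave 2 genes, 1 of them shared, monocyte/macrophage-like against fibroblast-like cells gave 1, the same gene, and the 2 remaining pairs gave 0. No technical explanation was tested for these single genes beyond the numbers of cells.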

How the results depend on the processing

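The alternatives with up to 25% mitochondrial UMIs, with the GC trend removed and with thinning before the CD8 share were added after the data were seen. Over 619 values of 85 results under the alternatives other than leaving out a library, 591 kept their direction and their side of the threshold or their size. With a library left out 353 of 411 values were scored as kept, and 40 of the 85 results changed in at least 1 such fit. Where such a fit gave no test, an uncalled value was scored by its size alone. It counted as kept if it moved by less than the spread between libraries, even with a changed sign. The difference in share of endothelial-like cells was among these, at -5.26 with all libraries and 3.40 without control replicate 2. For fibroblast-like cells it was -2.83, and 2.44 without control replicate 1.

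The total numbers of genes called, higher and lower together, moved by more than 1.5 times in 4 cases. DESeq2 called 1721 genes over all cells in place of 1044, 1041 of them shared. With every gene of at least 1 count tested, 1071 genes were called in monocyte/macrophage-like cells (91 higher, 980 lower) and 933 in T cell-like cells (66 higher, 867 lower), where 662 and 452 were called with the filter, 3 and 1 of them higher. With the same number of cells per library, 100 each, 219 genes were called in T cell-like cells, of 4996 tested in place of 10023. The causes of these shifts were not tested. In the macrophage list 6 genes were called by DESeq2 over the list alone. RLE size factors, doublets kept, stricter cells and the free RNA filter left the total numbers of calls within 1.5 times. So did macrophages with at least 2 C1q UMIs, up to 25% mitochondrial UMIs and the GC trend removed. The numbers of higher genes alone moved further in some fits. In fibroblast-like cells they were 59 in the main fit, 33 with up to 25% mitochondrial UMIs and 91 with the GC trend removed. In endothelial-like cells they were 48, 50 and 65. With the free RNA filter 0 genes were higher in monocyte/macrophage-like cells. The median log2 fold change of the genes tested in T cell-like cells was 0.16 with every gene and 0.14 with doublets kept, against 0.06. With the GC trend removed the 5 fits called 800, 547, 327, 1482 and 1345 genes. DESeq2 called 60 genes higher and 1661 lower over all cells, and 293 higher and 1928 lower in fibroblast-like cells.

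Camera with its preset correlation called the interferon-gamma list in monocyte/macrophage-like (median log2 fold change 0.71), T cell-like (0.39) and fibroblast-like cells (0.97) and the type I list in T cell-like cells (0.54), none of which held under fry. Fry's adjusted p lay between 0.935 and 0.998 over the other alternatives and between 0.635 and 0.983 without a disease library. With the GC trend removed the type I list in endothelial-like cells was at -0.0068 in place of 0.11, and Folr2 in monocyte/macrophage-like cells at -0.0325. The cause was not tested beyond that removal.

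Of the classes, 2 separated the groups with stricter cells, 0 with up to 25% mitochondrial UMIs, and 2 with leukocytes as the denominator of the leukocyte classes. The difference in share changed sign for fibroblast-like (0.574 percentage points) and B cell-like cells (-0.323) with stricter cells, for monocyte/macrophage-like cells (-0.320) with up to 25% mitochondrial UMIs, and for monocyte/macrophage-like (-10.1), B cell-like (-3.76) and neutrophil-like cells (-0.785) with leukocytes as the denominator. The first 3 follow from cells that a filter adds or removes and the last 3 from the denominator. Of 451 values for 50 single genes under these alternatives, 3 were weaker, 5 stronger and 1 reversed.

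Leaving out a control library leaves 1, so these fits gave log2 values with no test and no counts of genes. Over the 3 fits that each left out a disease library, between 120 and 1247 genes were called over all cells, 104 and 870 in monocyte/macrophage-like, 6 and 322 in T cell-like, 917 and 1851 in fibroblast-like and 802 and 1513 in endothelial-like cells. The lowest count came without disease replicate 5 in each of the 5 fits. The macrophage list had between 0 and 10 genes called over the list alone, the highest without disease replicate 3, and the T cell list 0 in all 3, with 1 gene at an unadjusted p under 0.05 with all libraries. Leaving out each library in turn gave Ctla4 in T cell-like cells a log2 fold change between 0.17 and 2.76. The interferon-gamma list ranged from 0.22 to 1.11 in monocyte/macrophage-like, from 0.12 to 0.81 in T cell-like, from 0.32 to 1.70 in fibroblast-like and from -0.0778 to 0.69 in endothelial-like cells. The type I list ranged from -0.0766 to 0.85, from -0.0601 to 0.82, from -0.0206 to 0.85 and from -0.13 to 0.28 in the same order. The lowest values came without disease replicate 4 in all of these but the type I list in T cell-like cells, where it was without control replicate 1. Against fibroblast-like cells the list's change in monocyte/macrophage-like cells ranged from -0.50 to -0.03, and against endothelial-like cells from 0.27 to 0.36. Over the fits without a disease library, between 1 and 3 classes separated the groups. With fewer libraries chance separates more measures than the 20% given for all 5, so these counts are not comparable with the main one. The CD8 share differed by -4.18 to 21.8 percentage points and the cycling share by -0.83 to 1.30. The Cxcl9, Cxcl10 and Fcgr4 shares differed by 4.84 to 23.6, 2.85 to 13.5 and 2.40 to 16.9. In monocyte/macrophage-like cells Lyve1 ranged from -0.0839 without control replicate 1 to 0.598 without control replicate 2, with -0.0558 without disease replicate 3, and Folr2 was at -0.26 without disease replicate 3. Of the 50 single genes, 4 were weaker without disease replicate 5, 3 without disease replicate 3 and 1 without disease replicate 4, 13 moved without control replicate 1 and 8 without control replicate 2. Without disease replicate 3 Lyve1 and Folr2 were reversed and Ccr2 in monocyte/macrophage-like cells was stronger (log2 fold change 1.08, edgeR adjusted p 0.0475, where all libraries gave 0.82 and 0.363, the other 2 fits without a disease library 0.611 and 0.664, and 10 alternatives from 0.205 to 0.491).

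In simulated counts 29% of genes changed by 2 on the log2 scale were recovered in T cell-like cells, 46.5% over all cells and 80% in endothelial-like cells. The coefficient of biological variation was 33.5, 33.4 and 20.4% in these fits. Control replicate 2 and disease replicate 3 held 100 and 132 T cell-like cells. Depth and dispersion were not separated as limits.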

Other observations

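The tests in this part of the mitochondrial filter, GC content, the GC trend as the whole cause, change in 1 class alone, shared reads, depth, exchanged labels or hearts and receptor segments were chosen after the results were seen. The tests of leukocyte RNA in fibroblast-like cells and of the 9 clock genes not looked at before were set beforehand.

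Nearly all called genes were lower in disease, in each class. Depth was tested first. The control library with fewest kept UMIs held 23188192 and the other 48480277, on both sides of the disease libraries (25770341 to 45819874), and the median depths per cell overlapped too, which argues against depth. The filter on mitochondrial UMIs was tested by keeping cells of up to 25%, where fibroblast-like cells gave 1670 genes in place of 1736, which argues against it. Reads shared with other genes were tested through 60-mers. Of the called falling genes in fibroblast-like cells 5.21% shared one in their first 300 nucleotides with another gene, and of the other genes 9.55%, which argues against shared reads. A change in 1 class alone or a shift in composition was tested with the gene by class model, in which at most 28 genes differed between 2 classes while between 451 and 1677 genes fell within a class. The falls called within each class argue against a change in 1 class alone and a shift between classes. The few genes called as different do not show equal change. Recovery by that model was simulated for fibroblast-like against endothelial-like cells alone, and only for changes of 2 on the log2 scale. It stays open that the sizes differ between fibroblast-like and endothelial-like cells, where 2250 of 14141 genes had an unadjusted p under 0.05 and chance gives 5%. A shift of clusters inside a class was not tested as the cause.

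A library batch that acts through the GC content of the 5-prime end stays open. In fibroblast-like cells Spearman's rho across genes between fold change and GC percent was -0.436. Over the 10 pairs of libraries in 4 classes, the 24 values for a control with a disease library lay between -0.417 and -0.164, and the 16 values for libraries of one group between -0.219 and 0.264. Within single classes the sizes within a group stayed below those across groups in fibroblast-like cells (at most 0.211 against at least 0.31) and T cell-like cells (0.156 against 0.231). They reached into them in monocyte/macrophage-like (0.219 against 0.164) and endothelial-like cells (0.264 against 0.201). The labels state no batch. The batch and the genotype cannot be told apart for these genes. The GC trend as the whole cause was tested by removing it per library. In fibroblast-like cells 1368 of the 1736 called genes were called again, which argues against the trend alone. A candidate explanation is therefore a difference in library preparation or in the counting between the groups, of which the GC relation (-0.436) is 1 part. An effect of the genotype was not excluded.

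Control replicate 1 lay above disease replicate 3 in the interferon-gamma list in all 4 classes, which an exchange of these 2 labels might give. Exchanged labels were tested through genes that lay at least 4-fold apart over all cells. With the labels as given 103 genes did, with these 2 labels exchanged 27, and in each of the 5 fits the given labels had the highest number of the 10 splits. That argues against exchanged labels only if these genes follow the genotype. A library batch was not told apart from the genotype, and a batch shared by the control libraries could give the same counts. The test therefore does not exclude an exchange. The 27 genes show that the 2 libraries lie across the groups in part. Hearts exchanged after collection were tested through the clock genes of the next paragraph. The test assumes, without a check, that their level is set when a heart is collected. With the labels as given 15 of 17 cases were apart in the predicted direction, which under this assumption argues against exchanged hearts. With the 2 exchanged 0 were. A case apart as given cannot be apart in that direction once these labels are exchanged, so the 0 adds little. Mice of the wrong genotype collected with each group, and a spread of disease between hearts, stay open and were not tested. Leukocyte RNA in the sums of fibroblast-like cells was tested as well. Of 39 interferon-gamma genes 38 were higher in control replicate 1 in those cells, with a median log2 ratio of 0.845, and 23 of 23 T cell and macrophage markers were higher too, with a median of 0.908. For the 5 genes that no leukocyte class held above fibroblast-like cells the median was 0.788, with 4 of 5 higher. The 5 genes are too few and Serping1 among them was lower (-0.08), so leukocyte RNA and expression by fibroblast-like cells cannot be told apart.

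Most clock genes read here changed in the same direction in fibroblast-like and endothelial-like cells, a pattern first seen for Dbp, Per1, Hlf and Bhlhe40. The sizes differed. Per1 had a log2 fold change of 0.39 in the first class and 1.14 in the second, and Per2 of 0.31 and 1.43. Cry1, named after its values were seen, was called as different between the classes (-2.21 against -0.34, adjusted p 0.0136). If hearts of the 2 groups were collected at different times of day, clock genes that peak with Dbp should rise and those that peak opposite should fall. Of the 9 clock genes not looked at before, 9 were tested in fibroblast-like and 8 in endothelial-like cells. In 15 of these 17 cases all disease libraries lay on the predicted side of both controls, where chance gives 10%. The background over all tested genes was above that. Of 13446 genes in fibroblast-like cells, 2899 had all disease libraries above both controls and 3631 below. Of 12708 genes in endothelial-like cells, 2741 and 3316 did. Genes of 1 clock move together and both classes come from the same libraries, so the cases are not independent. Arntl was at 41.3 and 46.2 CPM in the controls and at 13.9, 11.7 and 14.0 CPM in the disease libraries in fibroblast-like cells (edgeR log2 fold change -1.73, adjusted p 0.0011). In endothelial-like cells Arntl had a log2 fold change of -2.34 (adjusted p 0.0019). Per3 was the exception in both classes. In monocyte/macrophage-like cells 4 of 8 and in T cell-like cells 1 of 6 genes had all disease libraries on the predicted side. The 15 cases are consistent with a difference in the time of day of collection, which may account for Dbp and Per1 among the named rises. An effect of the genotype on the clock was not tested and stays open.

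T cell receptor beta segments were used unequally by libraries of one group. Disease replicate 4 had Trbv2 in 14.6% of its segment detections and disease replicate 5 in 1.26%. The chi-square over 25 segments between these libraries was 430, with a permutation p of 1e-05, the smallest that 100000 permutations can give. Over the 4 pairs of libraries within a group the highest permutation p was 3e-05. Cells were permuted as if independent, which clones are not within a heart. Libraries of one group split from one pool of cells would agree within counting error, so these values argue against one shared pool. A different set of mice in each library, or a different set of expanded clones, stays open and was not tested.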
